A study of Mus musculus with 36 samples. Its data were reported in "STATegra, a comprehensive multi-omics dataset of B-cell differentiation in mouse" (2019).

How the data were processed

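Small RNA sequencing was carried out on the mouse pre-B cell line B3, which carried either an inducible Ikaros construct or an empty vector. Ikaros is a transcription factor of lymphocytes. In the Ikaros line it was fused to the hormone-binding domain of the estrogen receptor (ERt2), so that the fusion protein moves into the nucleus when 4-hydroxy-tamoxifen (4-OHT) is added. The control construct carried the hormone-binding domain without Ikaros. Cells were collected at 0, 2, 6, 12, 18 and 24 h, with 3 samples per line and time and 36 samples in all. The labels give a 4-OHT dose of 0.5 uM for every sample, the 0 h samples included, whereas the methods of the study describe 0 h as untreated. Samples were grouped by line and time as the labels give them, and the replicate numbers 1, 2 and 4 are those of the labels.

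The deposited values are on the log2 scale, after normalization by the authors. Per their methods, the authors aligned the reads to the mouse miRNAs of miRBase with Novoalign, counted them with multiBamCov, removed miRNAs of low CPM with NOISeq, corrected GC content with cqn, normalized with TMM, corrected the sequencing batch with ComBat and averaged technical replicates. The terms given to ComBat were not examined here. The libraries were prepared and sequenced on separate occasions, and the design drawn in the study places the Ikaros samples and the control samples of 0 h and 24 h mostly in one sequencing batch and the control samples of 2 h to 18 h in the other, with some samples in both, which served the authors to estimate the batch effect and keep it apart from the conditions. Line and sequencing batch are therefore largely confounded at 2 h to 18 h before the correction, and the correction bears on how much of a line difference remains there. The study states, from a PCA it did not show, that the lines separated more than the batches did. It also states that a batch effect was seen among times of the Ikaros series, which was not tested here. The table held 469 miRNAs and 36 columns, all of which were matched to a sample through the line, the time and the replicate number in the column name. No pair of columns was identical. The table gives no counts, and the depth of each sample is unknown from it, so no counting interval and no smallest detectable level was computed. The precision of each value rests on the 3 replicates.

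The culture batches in the labels are 4, 5 and 6 at 0 h and 1, 2 and 3 at 2 h to 24 h. Samples of both lines with the same replicate number and time share a culture batch, and this is where the pairing of samples comes from. A change from 0 h to a later time within a line is confounded with culture batch, whereas a difference between the lines at one time is not. Per the methods of the study, each line was transduced, sorted and frozen, and then thawed for the time courses. The 3 samples of a group are therefore repeat cultures of a line. P-values between the lines measure the spread between cultures, not that between independently made lines.

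Each comparison was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend on the log2 values as deposited. All 36 samples entered one model with one mean for each of the 12 groups. Contrasts were the Ikaros line minus the control line at each of the 6 times, the line difference at 24 h minus that at 0 h, and 24 h minus 0 h or 2 h within each line. Moderated F-tests covered the change of the line difference over time and the change over time within each line. P-values were adjusted by the Benjamini-Hochberg procedure over the 469 miRNAs per contrast, and a miRNA was counted when the adjusted p-value was under 0.05. The rule for the named miRNAs took the 5 with the largest positive and the 5 with the largest negative line difference at 24 h, among those past the threshold both at 24 h and for the difference beyond 0 h and with the same sign in all 3 same-numbered pairs. To these it added the members of a pair of lists. One list holds 4 miRNAs that the study relates to Ldha, in a choice that used these same data. The other holds 6 mature miRNAs of the miR-17-92 cluster.

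Correlations between samples and a principal component analysis (PCA, centred and not scaled) of the 18 Ikaros samples were computed with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Permutation tests used 100000 resamples, except those of culture batch, of neighbouring hairpins and of the rank correlation of same-numbered scores, which used 10000. The relations within 6 samples used an exact permutation test over all orders. The tests are two-sided unless given as one-sided, with these exceptions: a larger median correlation within groups, a larger share of variance between culture batches and a smaller difference between neighbours were tested. Figures were drawn with matplotlib 3.10.9.

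Hairpins were located by matching names to the GENCODE vM21 annotation of GRCm38, with symbols and synonyms taken from a RefSeq gene table. A hairpin was found for 456 of the 469 miRNAs, and exactly one for 428. The names of the miR-92a arms were matched by hand. Coordinates come from this match of names and not from the alignments of the authors, which were to sequences of miRNAs. A mature sequence made from more than one hairpin cannot be assigned to either.

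The limma procedure was tested on simulated data with the means and residual spread of the 469 miRNAs. The noise was drawn independently for each miRNA and sample, with 1 draw per size of change. Of 100 miRNAs changed by 1 log2 unit at 24 h in the Ikaros line, 65% were recovered by the line contrast at 24 h, with 0 false calls among the others, and 39% by the difference beyond 0 h, with 1 false call. At a change of 2 log2 units these shares were 100% and 93%, with 4 and 3 false calls, and at 0.5 log2 units they were 11% and 1%. In the real data deviations are shared between miRNAs, where an axis held 36.5% of the variance within groups. They are also shared between same-numbered samples (r = 0.26). The simulation left this out, so its false calls do not show the error rate in these data.

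The contrasts, the rule for names, both lists and the following alternatives were fixed before the data were examined. The alternatives were eBayes without the trend, removal of the 25% of miRNAs with the lowest mean, quantile normalization, subtraction of the median of each sample, a model of only the groups compared, a block for culture batch or replicate number, omission of each replicate number in turn, and adjustment over the 6 times together. For the correlations and the PCA they were Spearman correlation, centring or scaling of each miRNA, and 2 h to 24 h only. A different pseudocount was not run, because the values were already on the log2 scale. After the data were seen, 3 more were added: omission of miRNAs with tied replicates, and an axis of within-group deviation either as a covariate or removed from the values. One further test of the within-group axis was run and is not reported. Proteins, messenger RNA and the other assays of the study were not analysed here.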

Results

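The data comprised normalised log2 values of 469 miRNAs in 36 samples of the B3 line, a mouse pre-B cell line in which nuclear Ikaros drives the passage to a later pre-B stage. Of these, 18 samples came from the Ikaros line and 18 from the control line with the empty vector, with 3 samples at each of 6 times between 0 h and 24 h. Values ranged from 0.09 to 19.30, and the medians of the samples from 3.70 to 4.15. On the linear scale, the 10 most abundant miRNAs of a sample held between 75.8% and 82.7% of its total. The median standard deviation (SD) within groups was 0.36 over all miRNAs, 0.39 in the 25% with the lowest means and 0.27 in the 25% with the highest. The depth of the samples cannot be read from these values.

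The replicates were compared first, as the study did to assess the quality of each dataset. The median Pearson correlation across miRNAs was 0.991 over the 36 pairs of samples of the same group and 0.981 over the 594 pairs of different groups. MiRNAs are not independent replicates, so the difference was tested by shuffling the group labels over samples (permutation test, one-sided, p = 1e-05, the smallest that 100000 resamples can give). Correlations ranged from 0.968 to 0.996 within groups and from 0.953 to 0.996 across groups. The least alike replicates were numbers 1 and 4 of the Ikaros line at 12 h (r = 0.968). The correlations are dominated by differences in level between miRNAs. When each miRNA was centred on its mean, the medians were 0.462 within and -0.137 across groups (permutation p = 1e-05). In the Ikaros line the median correlation of 0 h samples with 24 h samples was 0.976, against 0.994 in the control line.

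The comparison of the lines at 2 h to 24 h asks which miRNAs differ when Ikaros is nuclear, against cells that received the same drug. It also holds any difference that arose when the lines were made. The comparison at 0 h, untreated per the methods of the study, asks how the lines differ without the drug. By limma with Benjamini-Hochberg adjustment, 40 of the 469 miRNAs differed at 0 h, 53 at 2 h, 71 at 6 h, 102 at 12 h, 140 at 18 h and 187 at 24 h (39.9%). At 24 h, 84 were higher and 103 lower in the Ikaros line, and 95 differed by at least 1 log2 unit. At 0 h, 21 were higher and 19 lower. Calls overlapped between neighbouring times, with 117 miRNAs shared by 18 h and 24 h, all 117 with the same sign. Of the 469, 20 differed at all 6 times and 219 at none. The alternative that moved the 12 h count most was a model of only the groups compared, which gave 18 miRNAs at 12 h, and it gave 16 at 2 h. The split into higher and lower depended on the scaling. With the median of each sample subtracted, 111 miRNAs were higher and 65 lower at 24 h, because this raised the median line difference of all miRNAs by 0.23. The same scaling gave 86 higher and 56 lower at 18 h, 46 and 20 at 6 h, and 27 and 16 at 0 h, while quantile normalization gave 41 and 50 at 12 h and 24 and 27 at 2 h. In the deposited values these splits were 61 and 79, 37 and 34, 21 and 19, 59 and 43, and 34 and 19. Same-numbered samples of both lines deviated from their group means together, with r = 0.26 across miRNAs and samples and values from 0.06 at 18 h to 0.41 at 6 h. With the culture batch as a replicate block, the counts were 44, 62, 70, 105, 147 and 189 from 0 h to 24 h, and 183 of the 187 miRNAs of 24 h were shared. This block has a term per culture batch, common to all times from 2 h to 24 h. It matches the same-numbered pairs only at 0 h. A deviation shared by a pair at a later time alone was not modelled. At 2 h to 18 h most control samples were sequenced apart from the Ikaros samples, so the line and the sequencing batch cannot be told apart there except through the correction by the authors. At 0 h and 24 h most samples of both lines fell in one sequencing batch.

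**Figure D1:**
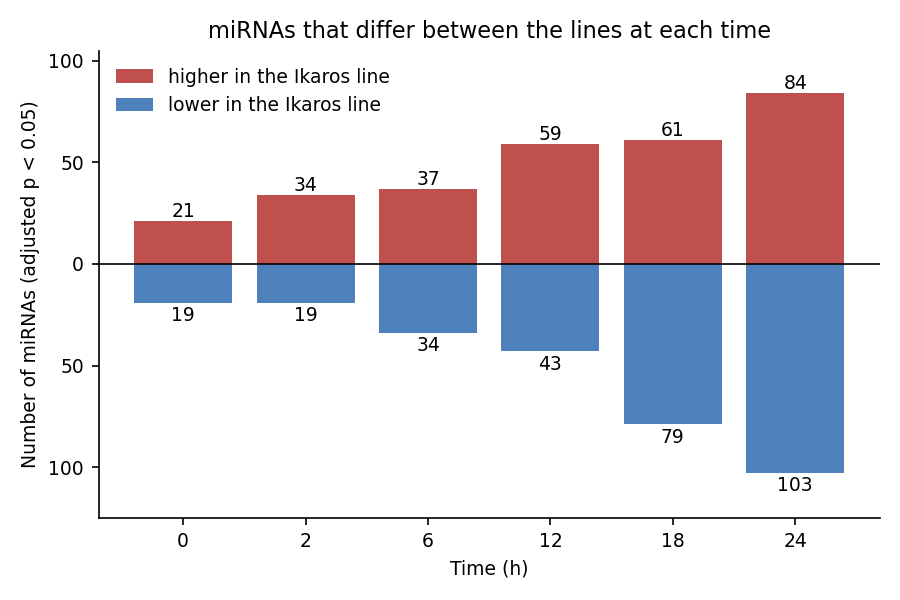
The bars give, for each time in hours on the horizontal axis, the number of miRNAs on the vertical axis with an adjusted p-value under 0.05 (limma) between the Ikaros and the control line, drawn upwards for miRNAs higher and downwards for miRNAs lower in the Ikaros line. The totals rose from 40 at 0 h to 187 at 24 h, with 84 higher and 103 lower at 24 h.

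Because 40 miRNAs differed at 0 h, the line difference at 24 h was also set against that at 0 h. This contrast counted 58 miRNAs, 27 higher and 31 lower, and 55 of them were among the 187 of 24 h. With the median of each sample subtracted, 29 were higher and 16 lower. Of the 40 miRNAs of 0 h, 33 also differed at 24 h, 32 of them with the same sign. The F-test of the line by time interaction over all 6 times counted 61 miRNAs. With the culture batch as a block these counts were 64 and 66, and 57 of the 58 miRNAs were shared. That block does not model the same-numbered pairs of 24 h (r = 0.26). The counts fell when a replicate was left out, to between 12 and 31 beyond 0 h and between 11 and 28 for the interaction. They rose to 115 and 138 when an axis of within-group deviation was removed, an alternative chosen after seeing the data.

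Within the Ikaros line, 144 miRNAs changed from 0 h to 24 h (67 higher, 77 lower) and 134 from 2 h to 24 h (46 higher, 88 lower), and 110 were in both with the same sign. With sample medians subtracted these splits were 86 higher and 59 lower, and 72 and 48, and quantile normalization gave 59 and 59 for the second contrast. In the control line 0 miRNAs passed the threshold in either contrast, with 16 and 33 at an unadjusted p under 0.05. The samples of 0 h came from other culture batches than those of 24 h, while 2 h and 24 h shared theirs. The F-test over the 6 times counted 125 miRNAs in the Ikaros series and 2 in the control series (44 at an unadjusted p under 0.05). The 2 of the control series, named here after their values were seen, were miR-6240 (adjusted p = 0.00017) and miR-3058-3p (adjusted p = 0.0277). MiR-6240 was at 0.90 ± 0.33 at 12 h and 2.16 ± 0.33 at 0 h, and miR-3058-3p at 1.63 ± 0.21 and 0.67 ± 0.15 (SD, n = 3). Deviations of same-numbered samples of 24 h and 0 h correlated with r = 0.30 in the Ikaros line and 0.24 in the control line, and those of 24 h and 2 h with r = -0.38 and 0.01. With the replicate number as a block, 149 miRNAs changed from 0 h to 24 h in the Ikaros line and 124 over the series, with 0 and 2 in the control line. The number stands for other culture batches at 0 h than at later times, so this block does not pair cultures across 0 h. With the culture batch as a block, 144 changed from 2 h to 24 h in the Ikaros line and 0 in the control line.

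The 5 named miRNAs with the largest positive line difference at 24 h were miR-501-5p, miR-532-5p, miR-362-3p, miR-500-3p and miR-532-3p. Their hairpins lie on the minus strand of chromosome X (GRCm38) in introns of the protein-coding gene Clcn5: Mir500 at 7237683 to 7237774, Mir501 at 7241243 to 7241351, Mir362 at 7241982 to 7242046 and Mir532 at 7248402 to 7248497. MiR-532-5p stood at 13.10 ± 0.11 in the Ikaros line and 9.61 ± 0.13 in the control line at 24 h (SD, n = 3), a log2 difference of 3.48 with a standard error (SE) of 0.23 (limma, adjusted p = 4.2e-13). At 0 h it stood at 11.46 ± 0.21 and 9.76 ± 0.19, a difference of 1.70 (limma, adjusted p = 5.8e-06). For the other 4 the difference at 24 h lay between 3.06 and 3.50, and at 0 h between 1.42 and 1.87 with adjusted p-values of 0.00797 or less. The increase beyond 0 h was 1.79 for miR-532-5p, 1.93 for miR-362-3p, 1.85 for miR-500-3p, 1.64 for miR-501-5p and 1.55 for miR-532-3p, with adjusted p-values between 0.00030 and 0.0225. With the culture batch as a block the largest adjusted p-value of the 5 at 24 h was 7.5e-08 (limma). That block does not model the same-numbered pairs of 24 h (r = 0.26).

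**Figure D2:**
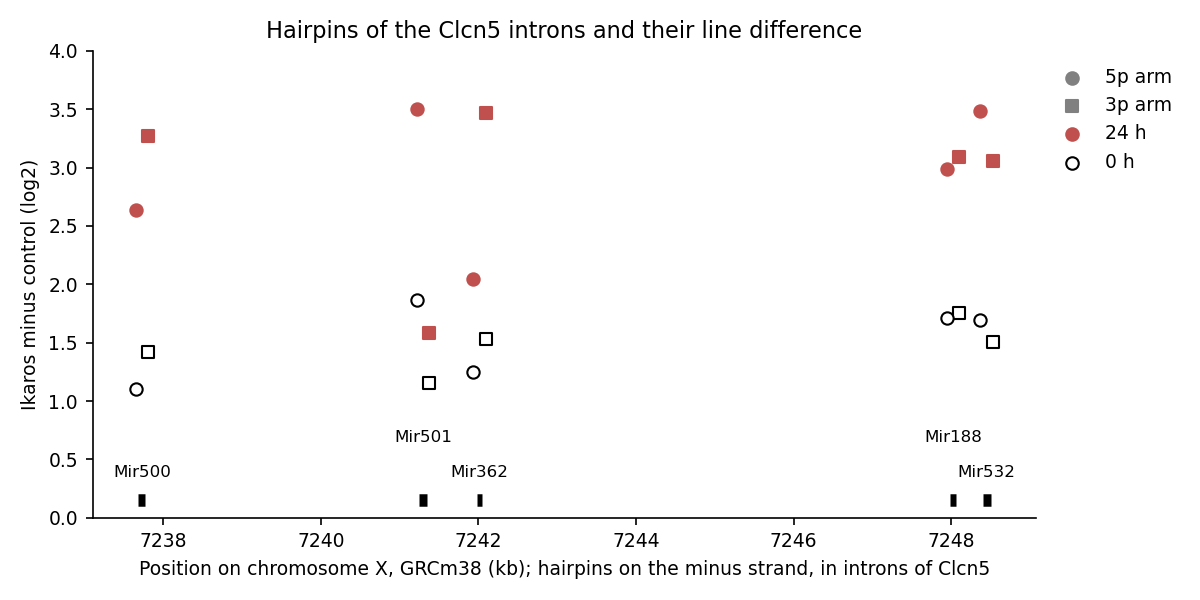
Each symbol is one mature miRNA at the position of its hairpin on chromosome X in kb (horizontal axis), with the Ikaros minus control log2 difference on the vertical axis, filled for 24 h and open for 0 h, as circles for the 5p and squares for the 3p arm; bars at the bottom are the 5 hairpins to scale. In the deposited values all 10 mature miRNAs of the 5 hairpins had a larger difference at 24 h, from 1.58 to 3.50, than at 0 h, from 1.10 to 1.87.

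The 5 named miRNAs with the largest negative line difference at 24 h were miR-3091-3p (-3.70, SE 0.46, adjusted p = 2.2e-07), miR-92a-1-5p (-3.29, SE 0.17, adjusted p = 2.0e-15), miR-210-5p (-2.78, SE 0.56, adjusted p = 0.00023), miR-34a-3p (-2.09, SE 0.39, adjusted p = 8.0e-05) and miR-19b-1-5p (-2.06, SE 0.35, adjusted p = 2.6e-05) by limma. None of them passed the threshold at 0 h, with adjusted p-values between 0.291 and 0.963, or between 0.284 and 0.955 with the culture batch as a replicate block (same-numbered samples, r = 0.34 at 0 h). A difference at 0 h is not excluded, since all 3 same-numbered pairs had one sign for miR-92a-1-5p (-0.32, -0.53 and -0.25), miR-3091-3p (-0.02, -0.95 and -1.29) and miR-210-5p. The change beyond 0 h was -2.95, -2.93, -3.07, -1.96 and -1.84 for the 5 in the order first given. The hairpin of miR-3091-3p lies in an intron of Rps21 on chromosome 2, from 180257536 to 180257611 on the plus strand. Those of miR-92a-1-5p and miR-19b-1-5p lie in an exon of the long non-coding RNA gene Mir17hg on chromosome 14, from 115044427 to 115044506 and from 115044305 to 115044391 on the plus strand. Mir210 lies between genes on the minus strand of chromosome 7, from 141221384 to 141221493, and Mir34a on the plus strand of chromosome 4, from 150068454 to 150068555, where the annotation has an unclassified transcript (Gm37795). MiR-92a-1-5p fell from 12.34 ± 0.04 at 0 h to 9.77 ± 0.26 at 24 h in the Ikaros line and stood at 12.70 ± 0.13 and 13.06 ± 0.09 in the control line (SD, n = 3). The line difference of miR-210-5p was 1.79 at 6 h and -0.66 at 18 h, so that its sign changed along the series. Its SD at 0 h was 1.33 in the control and 1.42 in the Ikaros line, with a line difference of 0.29, and the same-numbered pairs differed by 0.15, 0.49 and 0.24. With the culture batch as a block the largest adjusted p-value of the 5 at 24 h was 9.7e-05 (limma), for miR-34a-3p. The same-numbered pairs of 24 h (r = 0.26) are not modelled by that block.

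**Figure D3:**
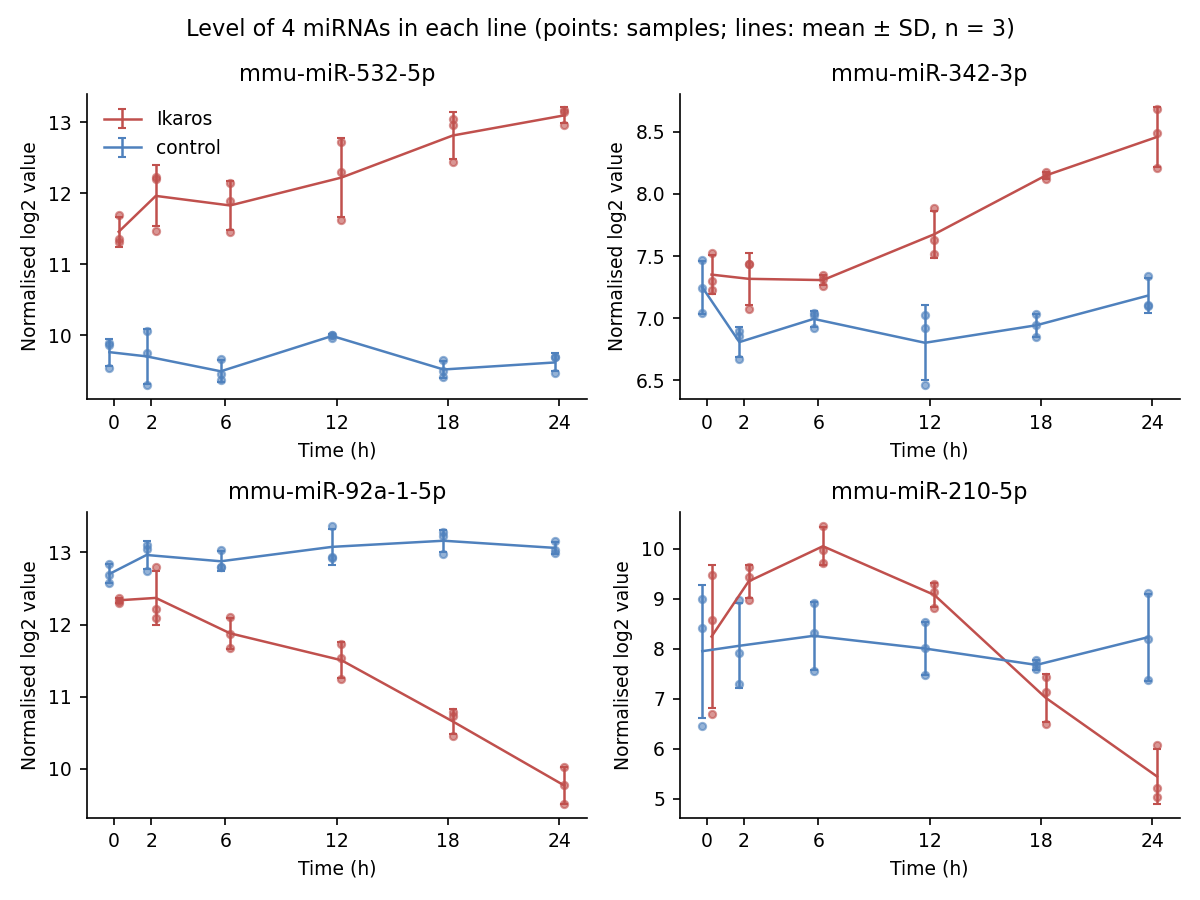
Normalised log2 values (vertical axes) of miR-532-5p, miR-342-3p, miR-92a-1-5p and miR-210-5p against time in hours (horizontal axes) in the Ikaros and the control line, where points are samples and lines join means with their SD (n = 3). At 24 h miR-532-5p stood 3.48 higher and miR-92a-1-5p 3.29 lower in the Ikaros line, while miR-210-5p was higher at 6 h and lower at 24 h.

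The study took miRNAs that target Ldha, the gene of lactate dehydrogenase A, from the mirWalk database. It kept 4 whose levels correlated strongly and negatively with those of Ldha. That step used these same data, so this list is no independent test. For miR-449a-5p the study also cites reported binding to Ldha in human cells. The line difference at 24 h beyond 0 h is another measure than that correlation. Of the 4, 1 passed the threshold over all miRNAs for this difference: miR-342-3p, with 1.18 (SE 0.23, limma adjusted p = 0.00058 over all miRNAs and 5.9e-05 over the list). Without replicate 1 it was 1.00 (limma adjusted p = 0.102, and from 0.00854 to 0.102 over the 3 fits that each left out a replicate). MiR-449a-5p was at 0.90 (adjusted p = 0.102 over all and 0.0363 over the list), miR-450b-3p at 0.92 (0.203 and 0.0754) and miR-1933-5p at 0.76 (0.253 and 0.0851). Over the 3 fits that each left out a replicate, miR-449a-5p ranged from 0.49 to 1.33 (limma adjusted p from 0.120 to 0.526 over all miRNAs). From 0 h to 24 h it changed by 0.34 in the Ikaros line and by -0.57 in the control line (limma, adjusted p = 0.340 and 0.948). Its 0.90 thus came more from the control line. For miR-342-3p, miR-450b-3p and miR-1933-5p the Ikaros line changed more, by 1.11, 0.83 and 0.94, against -0.07, -0.09 and 0.18 in the control line. All 4 were higher in the Ikaros line at 24 h in all 3 same-numbered pairs. The hairpins lie in introns of Evl on chromosome 12 (Mir342, 108658620 to 108658718), of Cdc20b on chromosome 13 (Mir449a, 113037534 to 113037624) and of Ugp2 on chromosome 11 (Mir1933, 21344588 to 21344675), and between genes on chromosome X (Mir450b, 53047997 to 53048078). With the culture batch as a block 1 of the 4 passed over all miRNAs, miR-342-3p with an adjusted p of 0.00060 (limma). The same-numbered pairs of 24 h (r = 0.26) are not modelled by that block.

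The miR-17-92 cluster was listed because its transcription is linked to Myc, which the study saw decrease after induction. Of its 6 listed mature miRNAs, 0 passed the threshold for the line difference at 24 h beyond 0 h, over all miRNAs or over the list. At an unadjusted p under 0.05, 2 of them passed. The differences were -0.998 for miR-17-5p, -0.80 for miR-18a-5p, -0.86 for miR-20a-5p, -0.27 for miR-92a-3p, 0.51 for miR-19a-3p and 0.47 for miR-19b-3p, with adjusted p-values over the list between 0.0907 and 0.794. The SE was 1.88 for miR-19a-3p and 1.79 for miR-19b-3p, and their sign was not determined: without replicate 1 the differences were -0.39 and -0.30. MiR-19b-3p and miR-92a-3p are each made from 2 hairpins, on chromosomes 14 and X, which the values cannot separate. Signs were the same under both scalings tried, and with quantile normalization 1 of the 6 passed, miR-20a-5p (-0.94, adjusted p = 0.0183). With the culture batch as a block, which does not model the same-numbered pairs of 24 h (r = 0.26), 0 of the 6 passed. For the line difference at 24 h itself miR-20a-5p passed (-0.82, limma, adjusted p = 0.00656), though with median subtraction its adjusted p-value was 0.0501. The list leaves out the other arms of these hairpins. All 6 of those arms were lower beyond 0 h, and besides miR-92a-1-5p and miR-19b-1-5p, 2 passed the threshold, miR-20a-3p (-1.45, limma, adjusted p = 0.00374) and miR-17-3p (-0.59, limma, adjusted p = 0.0441). MiR-19a-5p (-0.90, limma, adjusted p = 0.233) and miR-18a-3p (-0.65, limma, adjusted p = 0.121) did not pass, and these 4 are named here after their values were seen. All 6 were lower under both scalings, and miR-17-3p passed under neither (adjusted p = 0.188 and 0.191).

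The study plotted a PCA of the Ikaros series to follow its progression in time. Here PC1 held 32.3% and PC2 27.9% of the variance of the 18 Ikaros samples. The score of PC1 correlated with hours after induction with Pearson's r = 0.936 and Spearman's rho = 0.919 (permutation test, p = 1e-05 for both, the smallest it can give; 3e-05 after adjustment over the 3 relations computed). Without the 2 samples farthest from the median time r was 0.911 (permutation p = 1e-05). Within replicate numbers, r was 0.907 for number 1, 0.986 for number 2 and 0.953 for number 4 over 6 samples each (exact permutation p = 0.0139, 0.00139 and 0.00972). Among the 15 samples of 2 h to 24 h, which share culture batches, the same scores gave r = 0.920 (permutation p = 2e-05). With each replicate number centred first, as a replicate block, r was 0.946 (permutation p = 1e-05), where deviations of same-numbered Ikaros samples of 24 h and 0 h correlated with r = 0.30. Those samples share a number but no culture batch. PC2 of the Ikaros series (r = 0.308, permutation p = 0.213, adjusted 0.320) and PC1 of the control series (r = 0.234, rho = 0.235, permutation p = 0.353 for r, adjusted 0.353) did not follow time. When the PCA was computed on 2 h to 24 h alone, PC1 and PC2 held 31.9% and 31.7% of the variance and exchanged places, so that r with time was 0.029 for PC1 (permutation p = 0.917) and 0.989 in size for PC2.

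**Figure D4:**
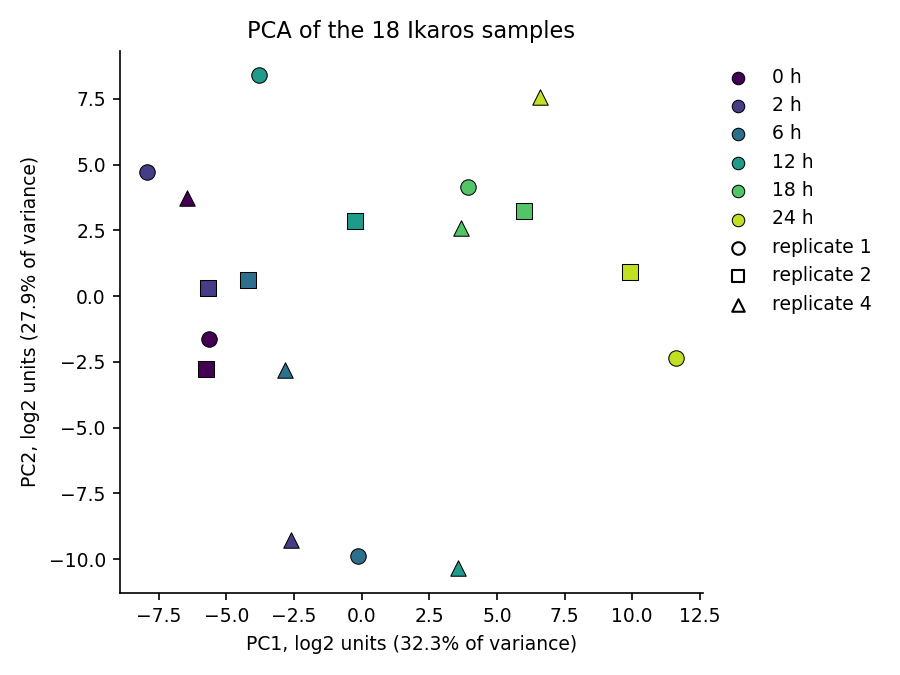
Scores of the 18 Ikaros samples on PC1 (horizontal axis, 32.3% of the variance) and PC2 (vertical axis, 27.9%) in log2 units, coloured by time and with a symbol for each replicate number. The mean PC1 score rose from -5.95 at 0 h to 9.38 at 24 h, and samples of one time spread along PC2 most at 12 h.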

Values the study reported

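The study found counts for 1,086 of the 1,908 mouse miRNAs in the database, and 469 remained after the filter at a CPM of 1. Replicates of the same condition were reported to correlate above 0.9 in every technology that was compared.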

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

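All tests in this part were chosen only after the results were seen. The results concern a line difference that changed with time, by a test of the change itself: 58 miRNAs for 24 h beyond 0 h and 61 for the interaction over the 6 times, by limma with adjusted p-values under 0.05. When the line labels were swapped within same-numbered pairs at 0 h and 24 h, 8 of 32 splits gave at least 58 miRNAs, the real one included. All 8 left the 24 h pairs as they are, so that labels differed at 0 h alone, and the largest count in a split other than the real one was 148. For the interaction, 9 of 100 splits gave at least 61, the real one included; 8 of the 9 left the 24 h pairs intact or swapped all of them, and the largest count in a split other than the real one was 135. A split that keeps the 24 h pairs keeps the difference there, so the large counts beyond 0 h go with the labels of 24 h, and this test does not speak to the change since 0 h. For the interaction labels were swapped at all 6 times, and 1 of the 9 splits neither kept nor fully swapped the 24 h pairs.

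For the line contrasts at 0, 2, 6, 12, 18 and 24 h, 1 of 4 splits gave as many miRNAs as the real one, which was the real one itself, and the largest other count was 4, at 12 h. With 4 splits no share under 0.25 can be reached, so this test cannot decide. The same holds within the Ikaros line for 24 h against 0 h and against 2 h, with 1 of 4 splits each. In the control line, where 0 miRNAs passed (16 and 33 at an unadjusted p under 0.05), 4 of 4 splits did as well. For the Ikaros series 1 of 100 shuffles of time within replicate numbers gave as many as 125 miRNAs, the real order itself, and the largest other count was 77. For the control series 2 of 100 shuffles gave 2 miRNAs or more.

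The change beyond 0 h also singled out 11 named miRNAs: miR-501-5p (1.64), miR-532-5p (1.79), miR-362-3p (1.93), miR-500-3p (1.85), miR-532-3p (1.55) and miR-342-3p (1.18) upwards, and miR-3091-3p (-2.95), miR-92a-1-5p (-2.93), miR-210-5p (-3.07), miR-34a-3p (-1.96) and miR-19b-1-5p (-1.84) downwards. All 11 had the sign of the line difference at 24 h in 3 of 3 same-numbered pairs. For all but miR-342-3p the rule for names required a large difference at 24 h and these pair signs, so neither shows stability.

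Technical explanations were weighed for the calls between the lines. Control samples of 2 h to 18 h, most of which were sequenced apart, differed from those of 0 h and 24 h in 1 miRNA (44 at an unadjusted p under 0.05), miR-339-3p (-0.81, adjusted p = 0.0141), against 19 (73 unadjusted) in the Ikaros line, so a batch left in the control series is not what this contrast shows. Replicates tied at one exact value were nevertheless more frequent in these control samples. With at least 2 of the 3 replicates tied, there were 18 miRNAs at 2 h, 4 at 6 h, 28 at 12 h and 9 at 18 h, 59 summed over these times, against 0 at 0 h and 24 h, and 16 summed over the same times in the Ikaros line. Of the 366 calls between the lines at 2 h to 18 h, 20 were for a miRNA tied at that time in either line, 5.46% against 3.89% of all, with 13.2% against 4.69% at 2 h, 2.82% against 1.49% at 6 h, 8.82% against 7.04% at 12 h and 1.43% against 2.35% at 18 h. The other 346 calls were for miRNAs with no tie at that time, so ties do not account for most calls, while the 20 cannot be told apart from an effect of tied values. A line difference removed together with a batch shift would move the control samples of 2 h to 18 h towards the Ikaros line. It would so set them apart from those of 0 h and 24 h, where the contrast counted 1 miRNA. Of the 40 miRNAs called at 0 h, 31 were also called at 2 h and 34 at 6 h, all with the same sign. At 12 h it was 31, 30 of them with the same sign, and at 18 h 29, all with the same sign. These values argue against a removal of the line difference for these 40 as a set. A partial loss, or a loss at other miRNAs, is not excluded. Among the 187 miRNAs of 24 h, 3 had all 3 replicates tied in some group (miR-1946a, miR-5104 and miR-7668-5p), 1.60% against 2.35% of all miRNAs. With ties of at least 2 replicates at 24 h itself, as counted for 2 h to 18 h, 3 of the 187 were tied, 1.60% against 0.85% of all. Only 4 miRNAs were tied at 24 h, all in the Ikaros line. At 0 h 1 of the 40 was tied, 2.5% against 0.43%. Tied miRNAs were thus more frequent among the calls at both times, and these few calls cannot be told apart from an effect of tied values. At 3 of 187, ties do not account for the count at 24 h. None of these tests bears on whether Ikaros acts after induction. Of the 40 miRNAs that differed at 0 h, 32 differed at 24 h with the same sign, so part of the difference at 24 h was present at 0 h. Since the splits cannot decide, the differences cannot be told apart from chance labels by that test.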

How the results depend on the processing

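The alternatives were chosen before the data were examined, except for the omission of miRNAs tied across a group and both uses of a within-group axis, which were chosen after seeing the data. Of 436 comparisons of a result with its value under an alternative, 372 kept their direction and side of the threshold or stayed within 1.5 times the count, 53 counts moved, 3 were weaker, 6 stronger and 2 reversed. For the 20 named miRNAs, 219 of 228 comparisons were unchanged. These concerned the line difference at 24 h for the miRNAs named by the rule, and the difference beyond 0 h for the members of both lists. The difference beyond 0 h of the miRNAs named by the rule was not among these comparisons. The cause was not tested unless a value is given for it.

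Removing the 25% of miRNAs with the lowest means gave 1 miRNA for control 24 h against 0 h and 1 for the control series. Quantile normalization gave 1 of the miR-17-92 list. Fits of only the groups compared gave 16 miRNAs at 2 h, 18 at 12 h, 71 for Ikaros 24 h against 2 h and 1 for the control series. No count moved with eBayes without the trend, median subtraction, the blocks, adjustment over the 6 times together or omission of tied miRNAs, though the split into higher and lower moved with median subtraction.

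Across the 3 fits that each left out one replicate, counts ranged from 22 to 31 at 0 h, 18 to 34 at 2 h, 22 to 41 at 6 h, 34 to 91 at 12 h, 69 to 125 at 18 h and 110 to 142 at 24 h. They ranged from 12 to 31 for 24 h beyond 0 h, 11 to 28 for the interaction, 56 to 118 for Ikaros 24 h against 0 h, 54 to 128 against 2 h, 39 to 116 for the Ikaros series, 0 to 3 for the control series and 0 to 1 for the Ldha list. Without replicate 1, miR-342-3p was weaker (1.00, adjusted p = 0.102), and miR-19a-3p and miR-19b-3p reversed to -0.39 and -0.30, while their ranges over the 3 fits reached 1.11 and 0.90.

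The correlation of PC1 with time was 0.029 for 2 h to 24 h alone and ranged from 0.018 to 0.941 without a replicate. In the 2 low cases PC1 and PC2 had exchanged places: PC2 then correlated with time at 0.989 and 0.983 in size.

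With the within-group axis as a covariate the counts were 66 at 0 h, 97 at 2 h, 111 at 6 h, 111 beyond 0 h, 2 for control 24 h against 0 h, 136 for the interaction, 197 for the Ikaros series, 15 for the control series and 2 of the miR-17-92 list. With the axis removed they were 69 at 0 h, 110 at 2 h, 156 at 12 h, 115 beyond 0 h, 1 for control 24 h against 0 h, 138 for the interaction, 188 for the Ikaros series, 8 for the control series, 2 of the Ldha list and 2 of the miR-17-92 list. The axis was taken from the same residuals that set the error, so these counts are too high by an unknown amount. A different pseudocount was not run, since the values were on the log2 scale. MiR-450b-3p and miR-1933-5p have no value without the lowest 25%. The study gives a range of reads for its samples, but the table gives no depth for each sample. What depth limits in a given sample can therefore not be stated.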

Other observations

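All tests in this part were chosen only after the result was seen, except those of GC content and culture batch on the within-group axis.

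One axis held 36.5% of the variance within groups, with the largest loadings on miR-19a-3p, miR-19b-3p and miR-221-5p. Its loadings had a Spearman rho of -0.182 with the GC content of the hairpin arm (permutation p = 0.00025, 396 miRNAs, which are not independent), too weak to account for the axis and too strong to set GC aside. Culture batch held 4.55% of the variance of the scores over 30 samples (permutation p = 0.657). Scores of same-numbered samples of both lines correlated with r = 0.606 over 18 pairs (one-sided permutation p = 0.0308, rho 0.633 with p = 0.0171, r = 0.639 without the 2 farthest). Over all 46656 orders within times the two-sided exact p was 0.0645 for r and 0.0334 for rho, so r did not pass a two-sided test. Within replicate numbers r was 0.859, 0.142 and 0.754 for 1, 2 and 4, so it did not hold within replicate 2. Culture batches, which per the methods were each harvested together, did not account for the axis. What same-numbered samples of one time share was not identified, and GC content cannot be set aside.

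The lines differed in 40 miRNAs at 0 h. If Ikaros were active before induction, these should move the same way in the Ikaros line from 2 h to 24 h. Of the 40, 20 did, 50% against a median of 55% in 10000 random lists matched on level (percentile 27.8), and 19 did in the control line. This hypothesis was not borne out over the 40 as a whole. Of the 10 miRNAs of the Clcn5 hairpins, a group singled out after its values were seen, 9 were higher at 0 h. By direction alone, as counted for the 40, 8 of these 9 rose from 2 h to 24 h in the Ikaros line (9 under each of the 2 scalings). Of the 9, 5 passed the threshold for this rise (limma, adjusted p under 0.05; 5 and 6 under the 2 scalings). These 5 had been selected for a large difference at 24 h, so their rise is no test of the hypothesis.

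The less abundant arm of a hairpin changed more than its partner from 0 h to 24 h by a mean of 0.09 log2 units in the Ikaros line (positive in 69 of 125 hairpins) and -0.01 in the control line (62 of 125). The difference of 0.10 did not pass a permutation test (p = 0.0597), so it cannot be told apart from larger measurement noise of the less abundant arm. For the 6 hairpins of Mir17hg, named after their values were seen, the less abundant arm fell further beyond 0 h in 5, by a mean difference of -1.20, with an exact sign-flip p of 0.0625, where 0.0313 is the smallest possible. In 2 of these hairpins the partner, miR-19b-3p or miR-92a-3p, is also made from a hairpin on chromosome X, so the difference there is not one between arms of one hairpin. Over the other 4 the mean was -0.56, lower in 3 (exact p = 0.25, where 0.125 is the smallest possible). This pattern did not pass, and 4 of the 6 held an arm that had passed the threshold for its fall, so the group was no blind choice.

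MiRNAs with hairpins within 10000 bp on one strand changed alike beyond 0 h. The median absolute difference was 0.41 over 495 pairs against 0.71 in random pairings (permutation p = 0.0001, the smallest possible). Over 295 pairs of other hairpins and other family numbers it was 0.40 against 0.71 (permutation p = 0.0001, again the smallest), so reads shared between similar sequences do not account for it by this test. Without the Clcn5 hairpins it was 0.38 over 263 pairs and without the Sfmbt2 hairpins 0.35 over 219 (permutation p = 0.0001 for both). With 1 pair from each of 23 clusters it was 0.36 (permutation p = 0.0075). Transcription of neighbours from one precursor is a candidate explanation for the 0.41, as a hypothesis found and tested on the same data. A technical effect shared by neighbours, such as GC content, was not tested for this pattern, so it cannot be called biological.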
